# Ultraviolet B-induced Otx2 expression in lens epithelial cells promotes epithelial–mesenchymal transition

**DOI:** 10.1242/bio.035691

**Published:** 2019-02-04

**Authors:** Yasuo Yoshitomi, Hiromi Osada, Haruka Satake, Masami Kojima, Hidehito Saito-Takatsuji, Takayuki Ikeda, Yoshino Yoshitake, Yasuhito Ishigaki, Eri Kubo, Hiroshi Sasaki, Hideto Yonekura

**Keywords:** Cataract, UV irradiation, Otx2, Epithelial–mesenchymal transition (EMT)

## Abstract

Ultraviolet (UV) radiation of eyes is a major risk factor for cataractogenesis, although the molecular mechanisms underlying this process remain poorly understood and genes that are affected by UV radiation have not been fully identified. In this study, we examined the UV-related gene regulation in lens epithelial cells (LECs) of mouse eyes and investigated the molecular mechanisms of UV-triggered cataractogenesis. Forty-one genes were significantly upregulated in LECs following UVB exposure *in vivo* in two independent experiments. Among these, Otx2 was strongly upregulated in LECs, suggesting that it may act as an upstream regulator of UVB-induced changes in gene expression. Accordingly, Otx2 overexpression in LECs *in vitro* induced morphological changes in cell shapes. Epithelial–mesenchymal transition (EMT)-related molecules, such as TGFβ2, αSMA and fibronectin were upregulated in Otx2-overexpressing LECs, concomitant with suppression of lens fiber cell marker genes, such as CRYAA and DNASEIIB. *In vitro* experiments suggested that UVB upregulated Otx2 through hydrogen peroxide generation. Aberrant upregulation of Otx2 in LECs following UV irradiation induces the EMT and alteration of the lens cell characteristics, likely contributing to cataractogenesis.

## Abstract (precis)

**Summary:** UVB irradiation upregulates Otx2 in mouse lens epithelial cells. Otx2 overexpression induces the epithelial–mesenchymal transition and alters gene expression and characteristics of lens cells, likely contributing to cataract formation.

## INTRODUCTION

Cataract is the cause of blindness in 33.4% of cases globally (Khairallah et al., 2015). Previous epidemiological studies show that ultraviolet (UV) exposures of lenses are a major risk factor for cataractogenesis (Bochow et al., 1989). However, the ensuing molecular mechanisms and global transcriptional changes during UV-induced cataractogenesis remain unclear. Hence, studies of the molecular mechanisms of cataractogenesis and the development of noninvasive prevention and treatment methods for cataractogenesis are eagerly awaited.

Eye lenses are uniquely transparent and avascular tissues which are covered with anterior lens epithelia, comprising a single layer of lens epithelial cells (LECs). Lens epithelia are essential for maintaining the homeostasis and optical transparency of the entire lens. However, anterior LECs are continuously exposed to environmental insults such as UV irradiation, which is the major risk factor for cataract. Studies with animal models have shown that UVB irradiation resulted in cataract formation (Andley et al., 1996; Ayala et al., 2000). Several *in vivo* studies have reported gene expression changes in LECs, such as Eaf2 (Jiang et al., 2015) and NKR-1 (Gross et al., 2018), by UVB irradiation and have suggested their involvement in cataract formation. However, the comprehensive gene expression analysis of UVB-exposed lenses has not yet been fully conducted.

Several studies show common phenotypical changes in LECs due to anterior cataracts, including transdifferentiation and fibrosis following the induction of the epithelial–mesenchymal transition (EMT) in LECs (Lee and Joo, 1999; Wang et al., 2017). Anterior subcapsular cataracts are often accompanied by LEC growth and transdifferentiation and consequent production of various non-lens proteins including αSMA (Marcantonio et al., 2003). The EMT is also a characteristic of posterior capsule opacification, which is the most common complication of serious secondary blindness after cataract surgery (Marcantonio et al., 2000; 2003). In addition, transgenic mice expressing transforming growth factor β (TGFβ) under the control of the crystalline promoter were characterized by the EMT in lenses and transdifferentiation of LECs into myofibroblasts (de Iongh et al., 2005). UV radiation reportedly stimulates Snail expression in epidermal keratinocytes and results in induction of the EMT (Hudson et al., 2007). Therefore, UV irradiation likely induces phenotypical changes, such as the EMT in LECs. We previously examined secretory factors that are upregulated by UVB exposures in cultured human LECs, demonstrated UV-induced amphiregulin and GDF15 in LECs, and showed that exogenous amphiregulin significantly activates LEC proliferation (Osada et al., 2011). These UVB-induced protein factors may contribute to pathological changes in lens tissues.

Lens tissue environments are always hypoxic, with oxygen concentrations near lens epithelia of 2% or less (Beebe, 2008). During development, tissues around lens epithelia are enriched in blood vessels, likely maintaining sufficient oxygen concentrations during fetal stages. In contrast, blood vessels retract and lens epithelia are maintained under severe hypoxic conditions after postnatal stages (Ito and Yoshioka, 1999; Zhang et al., 2011). Therefore, further analyses of the effects of UV irradiation on LECs under hypoxic conditions or *in situ* are required.

Herein, we determined for the first time comprehensive gene expression patterns in UV-exposed mouse lens epithelia *in situ* to elucidate the molecular mechanisms of UV-triggered cataractogenesis. A total of 41 genes were identified as UVB responsible in LECs, and Otx2 was shown to be a common upstream transcription factor for these upregulated genes. Accordingly, Otx2 regulates LEC cell morphology, and its overexpression induced EMT-related genes in LECs, resulting in alteration of the lens cell characteristics.

## RESULTS

### Gene expression changes in mouse lens epithelia following UVB irradiation

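Gene expression was compared between lens epithelia of UVB-irradiated right eyes and of covered left eyes of the same mice, 24 h after a dose of 30 mJ/cm2. Each of the 2 independent experiments gave 1 array per condition, so that each group had 2 arrays. The paper gives 3 mice per animal experiment, and whether an array held RNA of 1 mouse or of several is not given in the sources used here. The methods name a human gene array, whereas the deposited probe sets carry mouse gene symbols, which were used here. The values are log2 signals normalized by the authors with Affymetrix Expression Console. Of 28944 probe sets, 21789 had 1 gene symbol, 1621 had several and 5534 had none. The log2 fold changes and their standard errors came from a limma fit of UVB against control. A probe set counted as changed when it passed the paper's thresholds of 1.8-fold and an unadjusted p of 0.01. In 100% of the probe sets, the summed signals of experiment 1 and of experiment 2 were equal within 0.02, so the mean of each experiment had been set equal before deposit. The step is not given in the sources used here, and with it the fit without pairing underestimates the spread between arrays. A fit with the experiment as a block, which pairs the eyes, is therefore given where it changes a call. At an adjusted p of 0.05, 1915 probe sets were higher and 3184 lower without the block, but 2348 higher and 2169 lower with the 75th percentiles of the arrays set equal, and 1803 higher and 4921 lower with centring on the median. With the block, limma gave 0 such probe sets, the lowest adjusted p was 0.357, and 3878 had an unadjusted p under 0.05. For single values, 2 arrays against 2 allow no exact permutation p below 0.333.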

To analyze the effects of UVB irradiation on LECs (Fig. 1), we isolated UVB-irradiated and control lens epithelia from mice and performed microarray analyses (Fig. 1C–E). 

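Genes of the visual cycle and of photoreceptors were among those with the largest increases after UVB. Rpe65, the retinoid isomerase of the retinal pigment epithelium, was upregulated 3.29-fold (log2 fold change 1.72, standard error 0.095). Its log2 fold change was 1.88 in experiment 1 and 1.56 in experiment 2. Ttr, which carries thyroid hormone and retinol-binding protein, was upregulated 3.06-fold (log2 fold change 1.62, standard error 0.028). Rgr, a retinal G protein-coupled receptor of the pigment epithelium, rose 2.97-fold, and Pon1, a paraoxonase, rose 2.76-fold. Srgn, a proteoglycan of secretory granules, rose 2.26-fold, and Trf, which encodes transferrin, rose 2.12-fold. Cnga1, a channel subunit of rods, rose 2.22-fold. Cltrn, drawn in Fig. 1D under its older name Tmem27, had a log2 fold change of 1.04, and Pde6a, a subunit of the rod phosphodiesterase, one of 1.01. In all, 32 probe sets passed the thresholds as higher and 0 as lower. These were 25 genes with a probe set of their own, 3 probe sets shared by several genes and 4 without a symbol. A probe set shared by Cdkn1a and 4930567H12Rik, which is not assigned to either, rose 2.99-fold. With the experiment as a block, 18 probe sets passed, among them 16 genes with their own probe set, and Cnga1, Cltrn and Pde6a did not pass. Leaving out 1 array in turn left 15 probe sets without either array of experiment 1 and 13 without either array of experiment 2.

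**Figure D1:**
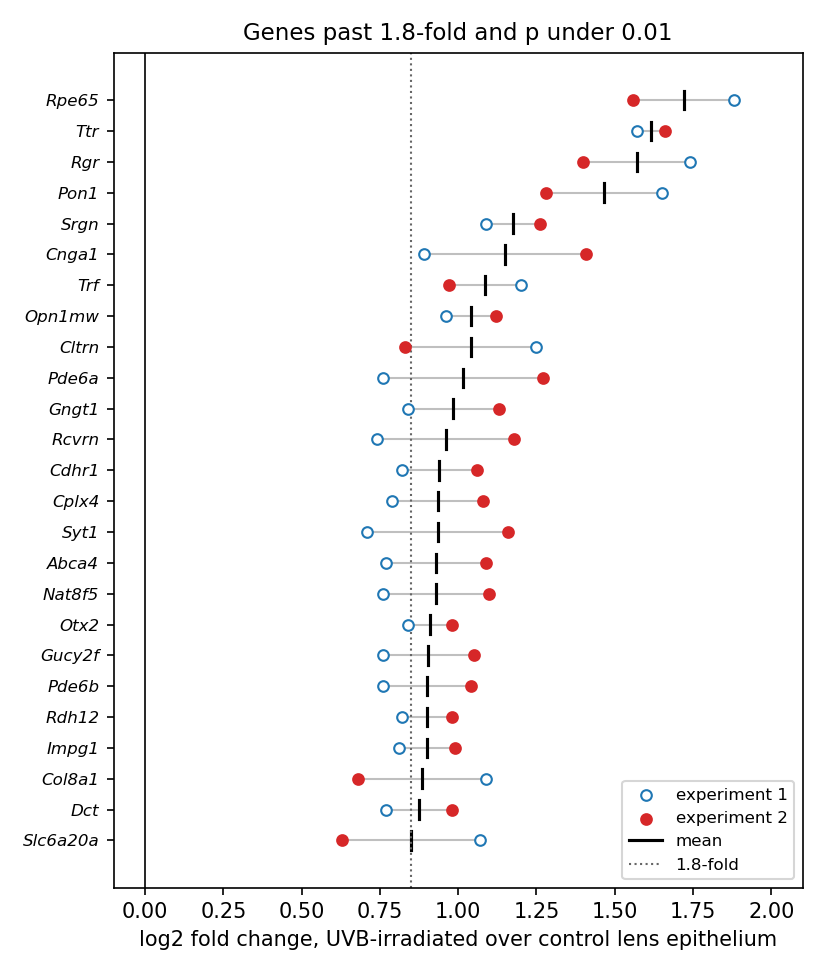
Log2 fold change of UVB-irradiated over control lens epithelia for the 25 genes with their own probe set that passed 1.8-fold and an unadjusted p of 0.01. Open circles are experiment 1, filled circles experiment 2 and bars their mean, and every gene lay above 0 in both experiments.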

Genes that met the criteria (>1.8-fold; *P*<0.01. *P* value was used for selection of the commonly up or downregulated genes in the two independent experiments) of differential expression between UV-irradiated and control lens epithelia from two independent experiments included 41 that were upregulated by UVB (Fig. 1C,D), although no downregulated genes were observed under these conditions (Fig. 1C). Subsequent gene ontology analyses of UVB-induced genes using ingenuity pathway analysis (IPA) software indicated significant representation of ophthalmic disease-related and cell morphology-related genes (7.11 E-03>P>8.19 E-28 and 7.11 E-03>P>1.43 E-21, respectively). Moreover, the IPA software indicated that the homeobox protein Otx2 is an upstream regulatory transcription factor that is sensitive to UVB irradiation (*P* value of overlap=2.33 E-15; Predicted Activation State, Activated; Fig. 1D). 

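Genes of the visual cycle and of pigment cells were among the eye genes that rose. Of 15 measured genes of the retinal pigment epithelium and visual cycle, 4 passed the thresholds with and without the block, namely Rpe65, Ttr, Rgr and Otx2. Lrat, which esterifies retinol, had a log2 fold change of 1.37 (1.76 in experiment 1 and 0.97 in experiment 2) and missed the p threshold (limma's adjusted p = 0.0569). At an adjusted p of 0.05 in limma, 7 of the 15 were higher over all probe sets, and 0 with the block. Adjusted over the list alone, 10 were higher, and 7 with the block. None was lower. The median log2 fold change of the list was 0.60, and limma's camera gave an adjusted p of 1.57e-06 with its preset correlation. With an estimated correlation, the adjusted p = 0.370. Of 11 genes of melanin synthesis, Dct, a melanin-forming tautomerase, passed the thresholds (log2 fold change 0.88, standard error 0.063). Tyrp1 had a log2 fold change of 0.79, Tyr one of 0.65 and Pmel one of 0.62. Adjusted over the list alone, 6 genes of melanin synthesis were higher and 1 was lower, against 4 and 0 adjusted over all probe sets and 3 and 0 over the list alone with the block. Camera gave an adjusted p of 0.00188 for this list, 0.126 when only probe sets above the median level were tested, and adjusted p = 0.370 with an estimated correlation. Fig. 1D draws 5 of the 15 and 1 of the 11 genes, which the study chose on these arrays, so their counts are not independent evidence.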

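Otx2 was upregulated 1.88-fold in lens epithelia after UVB. Its mean log2 signal was 7.62 ± 0.049 (SD, n = 2 arrays) in control and 8.53 ± 0.049 (SD, n = 2) in UVB-irradiated epithelia. The log2 fold change was 0.91 (standard error 0.042), with 0.84 in experiment 1 and 0.98 in experiment 2. Limma gave an unadjusted p of 3.18e-04 (adjusted p = 0.0210), and 0.00245 with the experiment as a block (adjusted p = 0.357), so that Otx2 passed the thresholds in both fits. Among the other 58 measured genes of the photoreceptor and pigment epithelium lists, 17 had a larger log2 fold change than Otx2. Otx2 is itself on the pigment epithelium list, so RNA carried over from that tissue would raise it too. These arrays cannot tell that from a rise in lens cells. From the overlap of the upregulated genes with known targets, the paper reports that IPA predicted Otx2 as an upstream regulator that responds to UVB.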

The cone-rod homeobox protein Crx was also predicted as an upstream transcription factor but was positioned downstream of Otx2 in previous signaling pathway analyses (Omori et al., 2011). 

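Crx, the cone-rod homeobox factor, had a log2 fold change of 0.66 (standard error 0.054), with 0.57 in experiment 1 and 0.75 in experiment 2. This is 1.58-fold, under the threshold of 1.8-fold, at an adjusted p of 0.0250 from limma, or 0.357 with the block. Nrl, a transcription factor of rods, had a log2 fold change of 0.60 (standard error 0.022), or 1.52-fold, and also stayed under the fold threshold. Both were higher in UVB-irradiated epithelia in each experiment.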

Otx2 is a member of the bicoid sub-family of homeodomain-containing transcription factors and is expressed in developing brain tissues as a key regulatory gene during the acquisition of visual plasticity (Sugiyama et al., 2008). Wyatt et al. analyzed the OTX2 gene in 165 patients and correlated various mutations with ocular malformations, including anophthalmia, microphthalmia and coloboma (Wyatt et al., 2008). However no available reports describe Otx2 functions in lens epithelia.

**Fig. 1.**
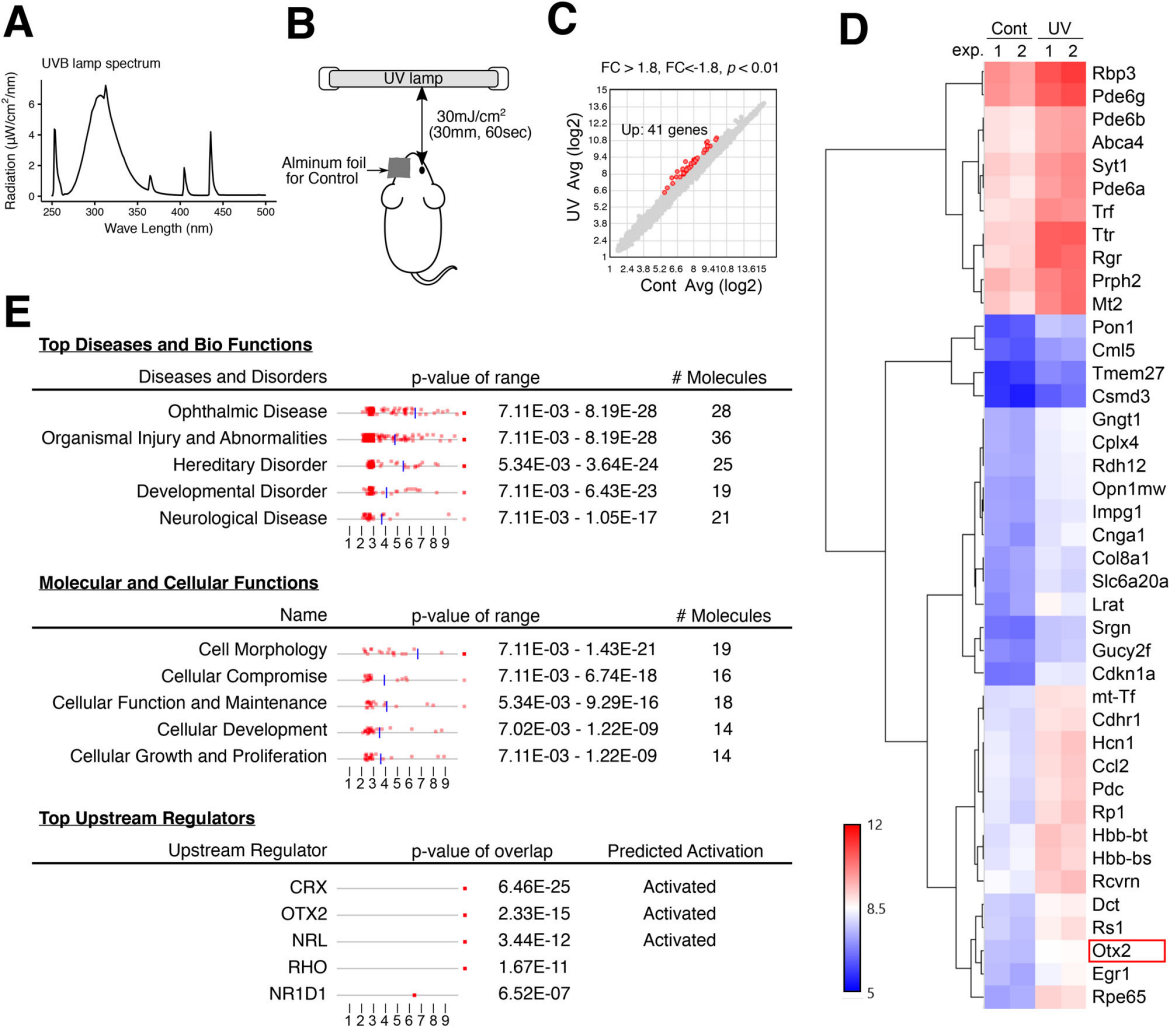
**Gene expression profiling of mouse lens epitheliums with UVB irradiation.** (A) Wave spectrum of the UVB light source used in the radiation experiment were analyzed. (B) Right eyes of mice were exposed to UVB at 30 mJ/cm^2^, while their left eyes were covered with aluminum foil for comparison as controls. (C) Gene expressional profiling of lens epithelium by UVB irradiation in mouse *in vivo* were analyzed by microarray experiments and 41 differentially expressed genes (DEGs) were selected with over 1.8-fold change and *P*<0.01. (D) Normalized signal intensities of DEGs on each gene over two independent experiments are shown in the heatmap. (E) Ingenuity pathway analysis software (IPA) identified the enrichment of DEGs in the specific molecular and functional pathways and the possible upstream regulators among DEGs.

### UVB irradiation induces Otx2 expression in LECs

Initially, we confirmed that Otx2 mRNA expression is induced by UVB irradiation in mouse LECs using RT-qPCR (Fig. 2A) and subsequently investigated Otx2 protein expression in mouse LECs using immunohistochemical methods. These analyses of mouse lens tissue sections revealed that Otx2 is expressed in retinal cells and in LECs (Fig. 2B), as described previously (Nishida et al., 2003). Otx2 expression levels were much higher in UVB-irradiated LECs than non-irradiated control LECs (Fig. 2B). Otx2 upregulation in UVB-irradiated lens was observed in lens surface areas and also in transition zones which contained proliferating and differentiating LECs (Fig. 2B,C). These observations agree with the present microarray analyses of UVB-irradiated LECs (Fig. 1D) and suggest that UVB-induced Otx2 expression alters the LEC phenotype. No morphological differences were noted in the cell shapes or epithelium thickness between the UVB-irradiated lenses and control lenses at 24 h of UVB irradiation.

**Fig. 2.**
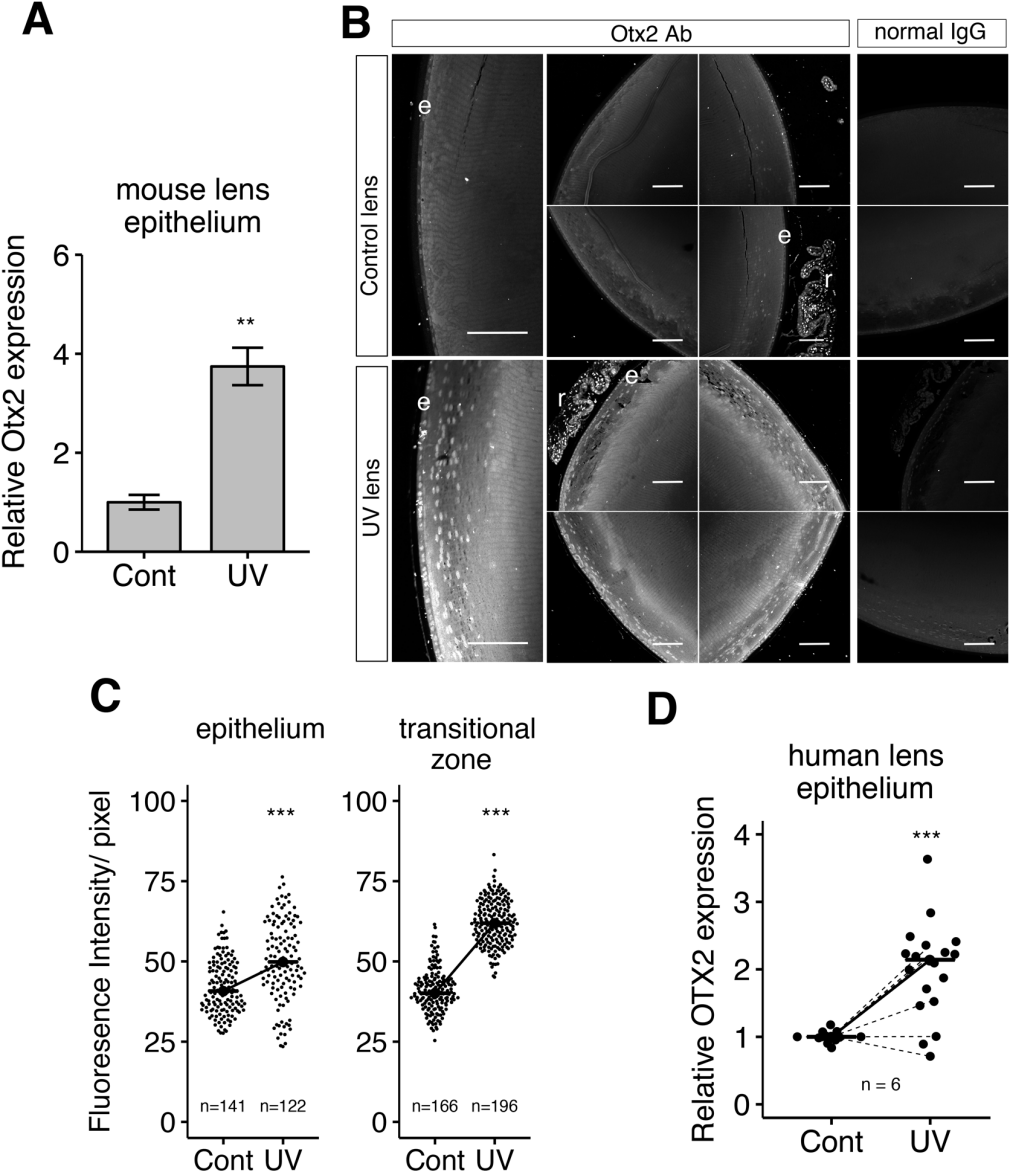
**Otx2 expression in mouse and human lens epitheliums with or without UVB irradiation.** (A) Otx2 expression in lens epithelial cells (LECs) with (UV) or without UVB irradiation (Cont) was confirmed by RT-qPCR. (B) Mouse lens sagittal sections from *in vivo* UVB irradiation experiments containing LECs of the surface and transitional zones were stained with anti-Otx2 antibody or normal IgG as a negative control, and fluorescent images were captured by LSM 710 confocal microscopy. e, LECs; r, retinal cells. Scale bars: 100 µm. (C) Individual fluorescence intensities of cells in Otx2 staining of five randomly selected images were quantified and their lens epithelia (surface area) and transitional zones were compared. The number of quantified cells is indicated. The similar results were obtained in three independent experiments. (D) Human lens epitheliums from six patients were collected and subjected to the UVB irradiation experiment. Otx2 expression was analyzed by RT-qPCR and quantified. Average of three measurements was recorded for each half. For the plots in C and D, all data points are indicated as dots and medians are indicated as horizontal bars connected by a solid diagonal line between the samples. Dashed lines in D indicate expressional differences in the median of each patient pair measured by RT-qPCR. **P<0.01, ***P<0.001.

In further studies, we determined whether UVB irradiation induces Otx2 expression in human lens epithelia using human anterior lens capsular epithelial tissues that were isolated from patients during cataract surgery. Patient and sample information is described in Table S2. After exposing these human lens epithelial tissues to UVB *ex vivo*, significant Otx2 induction in human LECs was confirmed in four of six individuals by RT-qPCR, as described in the Materials and Methods section (Fig. 2D).

To verify dose dependency of UVB irradiation on Otx2 induction in LECs, we next analyzed Otx2 expression under different UVB irradiation exposure using immortalized human lens epithelial cell line SRA 01/04 cells (SRA cells) (Fig. 3A). At 24 h of irradiation with 0, 3, 6 and 18 mJ/cm^2^ UVB, Otx2 expression was upregulated in a UVB dose-dependent manner (Fig. 3B). We also confirmed Otx2 induction at protein levels by western blot analysis in UVB-irradiated cells (Fig. 3C, ∼3.9-fold versus control cells). These induction levels were comparable against the induction levels *in vivo* mouse lenses by UVB-irradiation. We noticed that SRA cells were elongated, similar to fibroblast cells, after UVB irradiation and that this elongation occurred in a UVB dose-dependent manner (Fig. 3D).

**Fig. 3.**
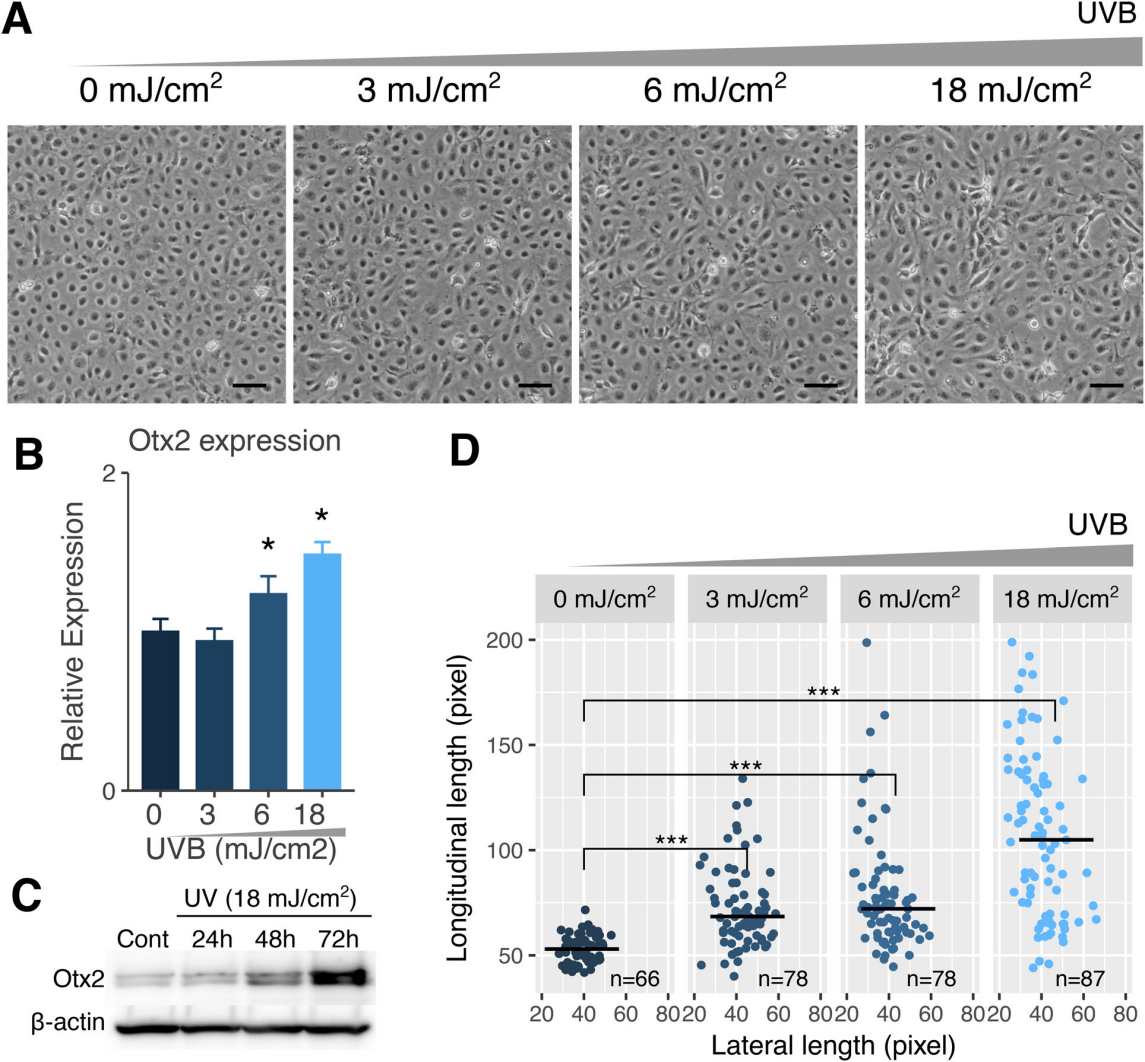
**UVB irradiation induces Otx2 expression and changes in cell morphology of human lens epithelial SRA cells.** (A) Representative phase-contrast images of SRA cells exposed to UVB at doses of 0, 3, 6 and 18 mJ/cm^2^. Scale bars: 100 µm. (B) Otx2 expression in UVB-irradiated SRA cells was quantified by RT-qPCR. (C) Otx2 protein expression in UVB-irradiated SRA cells at 18 mJ/cm^2^ was analyzed by western blot. (D) Longitudinal and lateral lengths of cells were measured and plotted. *P<0.05, ***P<0.001.

### Overexpression of Otx2 in SRA cells leads to the development of fibroblast morphologies

To investigate the effects of Otx2 overexpression in LECs, we performed experiments with SRA cells. Initially, we confirmed lentivirus-mediated overexpression of Otx2 (Otx2-OE) in SRA cells using western blotting (Fig. 4A). Furthermore, transduction efficiency was confirmed by GFP expression, which was produced from the lentivirus vector backbone (Fig. S2A). There was no difference in cell numbers between Otx2-OE cells and control cells (Fig. S2C). Otx2-OE cells induced morphological changes after 2 days of transduction (Fig. 4B). Similar to UVB-irradiated-SRA cells depicted in Fig. 3A, the cell shapes were elongated and resembled fibroblasts, with significantly increased lengths of the longitudinal axes of Otx2-OE cells as compared with the polygonal shapes of control epithelial cells (Fig. 4C). These results suggest that Otx2 overexpression induces the EMT in LECs.

**Fig. 4.**
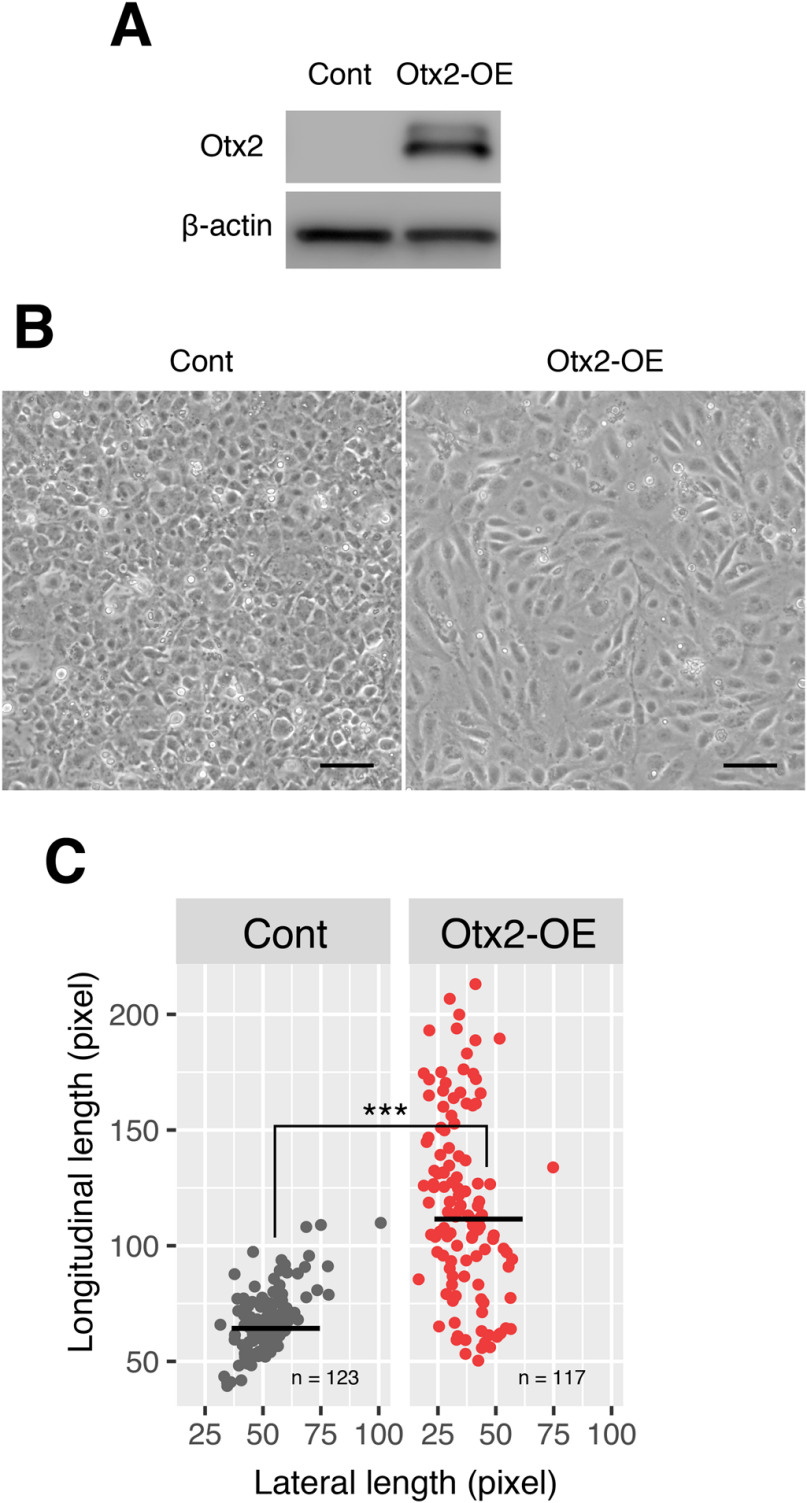
**Overexpression of Otx2 in SRA cells changes their cell morphology.** (A) Otx2 expression of Otx2-overexpressing SRA cells (Otx2-OE) and control cells (Cont) were analyzed by western blot with anti-Otx2 antibody (54-fold versus control cells). β-actin expressions in each sample were used for loading controls in western blot. (B) Representative phase-contrast images of Otx2-overexpressing SRA cells (Otx2-OE) and control cells (Cont) are shown. The same results were obtained in five independent experiments. Scale bars: 100 µm. (C) Longitudinal and lateral lengths of cells were measured and plotted. ***P<0.001.

### Otx2 overexpression induces the EMT in LECs

Four days after Otx2-lentivirus-mediated transduction in LECs, we stained the mesenchymal differentiation markers fibronectin and αSMA with respective antibodies (Fig. 5A,B) and showed that Otx2-OE cells express these proteins abundantly, whereas no staining was observed in control cells (Fig. 5A). Further quantitative analyses of fluorescence signals confirmed that fibronectin and αSMA expression levels were significantly higher in Otx2-overexpressing cells than in control cells (Fig. 5B). To investigate the involvement of TGFβ-signaling cascade in Otx2-induced EMT in LECs, we examined TGFβ2 expression and detected TGFβ2 induction in Otx2-OE cells by RT-qPCR (Fig. 5E,F). As shown in Fig. 5D, phosphorylated Smad 2 and 3, which are the TGFβ2 pathway components, were increased in Otx2-OE SRA cells, suggesting that TGFβ-signaling cascade was activated by Otx2. In addition, RT-qPCR analyses showed corresponding increases in αSMA and γSMA mRNA expression levels (Fig. 5C), further indicating that UV-mediated upregulation of Otx2 induces the EMT and abnormal mesenchymal differentiation of LECs. In the microarray analysis using RNA at 24 h after UVB exposure, fibronectin, αSMA and γSMA showed an increasing trend albeit not over 1.8 logFC difference as compared to the control. It may thus take more time to reach the full activation of these EMT markers.

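Fn1, Acta2 and Actg2, which encode fibronectin, αSMA and γSMA, moved by at most 1.02-fold in the mean of the 2 experiments. Fn1 had a log2 fold change of 0.030 (standard error 0.0099), with 0.040 in experiment 1 and 0.020 in experiment 2. For Acta2 it was 0.015 (standard error 0.0089), and −0.005 with each array centred on its median. Actg2 also had a log2 fold change of 0.015 (standard error 0.022), 0.050 in experiment 1 and −0.020 in experiment 2. Limma's adjusted p was 0.147 for Fn1, 0.324 for Acta2 and 0.665 for Actg2. Of 37 measured EMT genes, Col8a1, a short-chain collagen, passed the thresholds (log2 fold change 0.89, 1.09 in experiment 1 and 0.68 in experiment 2), but not with the block. Adjusted over the list alone, Cldn1 was higher, and Myl9, a myosin light chain, and Mmp2, a gelatinase, were lower by log2 fold changes of −0.16 and −0.095. With the block, 0 were called, and adjusted over all probe sets 3 were higher and 2 lower. Snai1, a transcriptional repressor of E-cadherin, had a log2 fold change of 0.015, and −0.005 with each array centred on its median. The list's median was 0.015, or −0.005 with each array centred on its median, and camera gave an adjusted p of 0.172 without centring. Fig. 1D draws 2 of these 37 genes.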

**Fig. 5.**
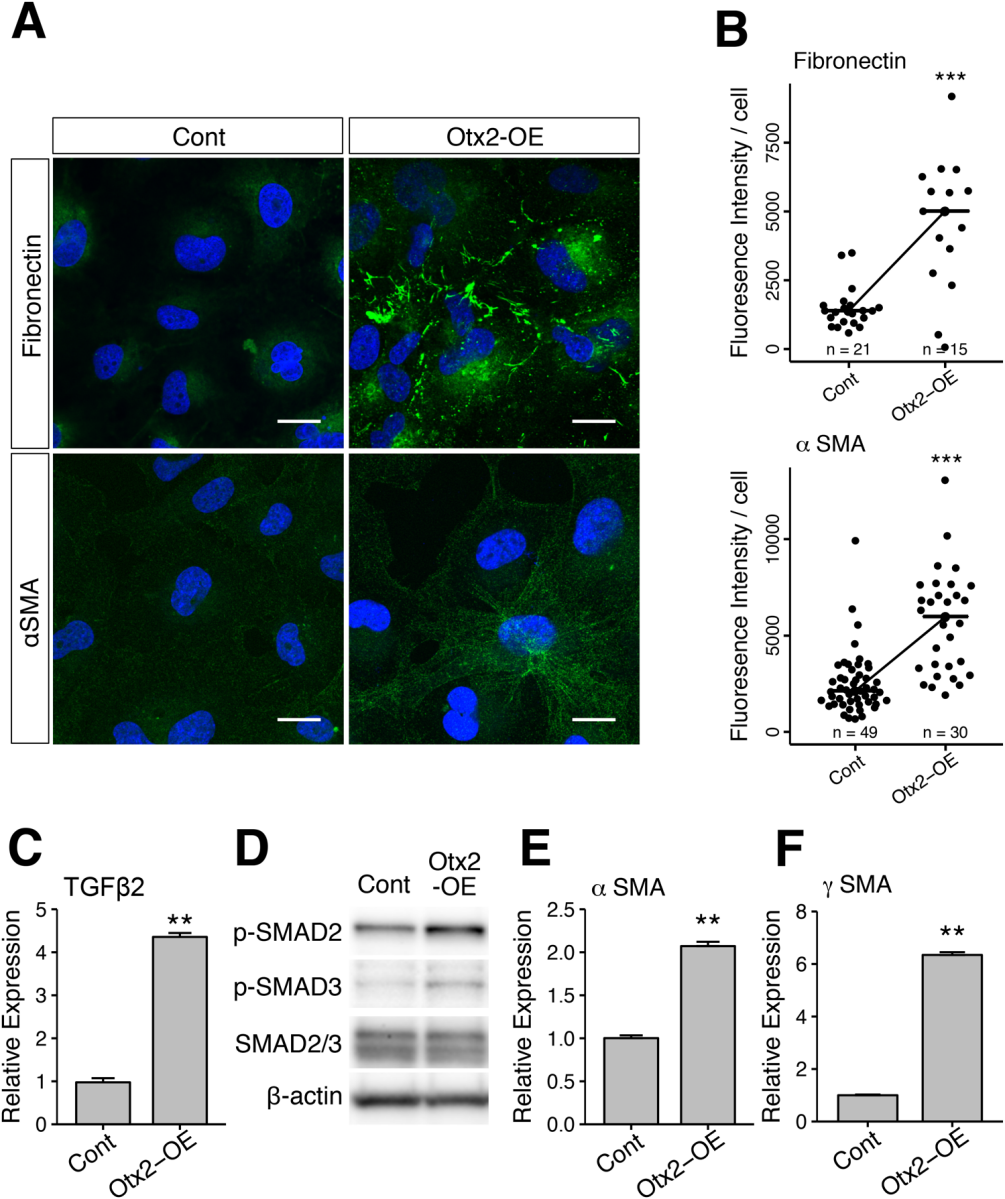
**Epithelial-mesenchymal transition (EMT) in Otx2-OE lens epithelial cells.** (A) Otx2-overexpressing cells (Otx2-OE) and control cells (Cont) were stained with anti-fibronectin or anti-α-SMA antibodies (green) and with the nuclear stain DAPI (blue). Scale bars: 20 µm. (B) The fluorescent intensities of anti-fibronectin and anti-α-SMA signals per cell area in five randomly selected images were measured and quantified. Similar results were obtained in three independent experiments. Data points of measurement are indicated as dots and medians are indicated by horizontal bars. (C) TGFβ2 mRNA expression in Otx2-OE cells was analyzed by RT-qPCR. (D) Phosphorylation of Smad 2 (p-SMAD2) and 3 (p-SMAD3) was analyzed by western blot. Smad2/3 and β-actin expression in each sample were used for loading controls in western blotting. (E,F) mRNA expression of α-SMA (E) and γ-SMA (F) in Otx2-OE cells were analyzed by RT-qPCR. **P<0.01, ***P<0.001.

### Otx2 suppresses the expression of lens markers of differentiation in SRA cells

To assess the effect of aberrant Otx2 upregulation by UV-exposure in lens cells, we analyzed gene expression changes of lens cells with Otx2 upregulation. LECs reportedly differentiate into lens fiber cells in the presence of FGF2 and BMP4 (Belecky-Adams et al., 2002). We then induced gens characteristic to lens fiber cells in SRA cells in the presence of FGF2 and BMP4 for 10 days and analyzed gene expressions. Under these conditions, increased expression of gens characteristic to lens fiber cells was observed over 10 days, including the differentiation initiation marker Prox1 (Lang, 2004) and the terminal differentiation markers Crystalline αA (CRYAA; Chow and Lang, 2001) and DNase IIB (DNASE2B; De Maria and Bassnett, 2007; Fig. 6A). To elucidate the effect of Otx2 in lens fiber cells, we assessed these gene expression levels in Otx2-overexpressing cells on day 5 (Fig. 6B). The ensuing data suggested that ectopic Otx2 induction suppresses the gene expression of CRYAA and DNASEIIB. Prox1 expression was significantly lower than that in control cells, but it was still activated in Otx2-OE cells. The results indicated that Otx2 affects the expression of some lens fiber marker genes such as CRYAA and DNASEIIB.

**Fig. 6.**
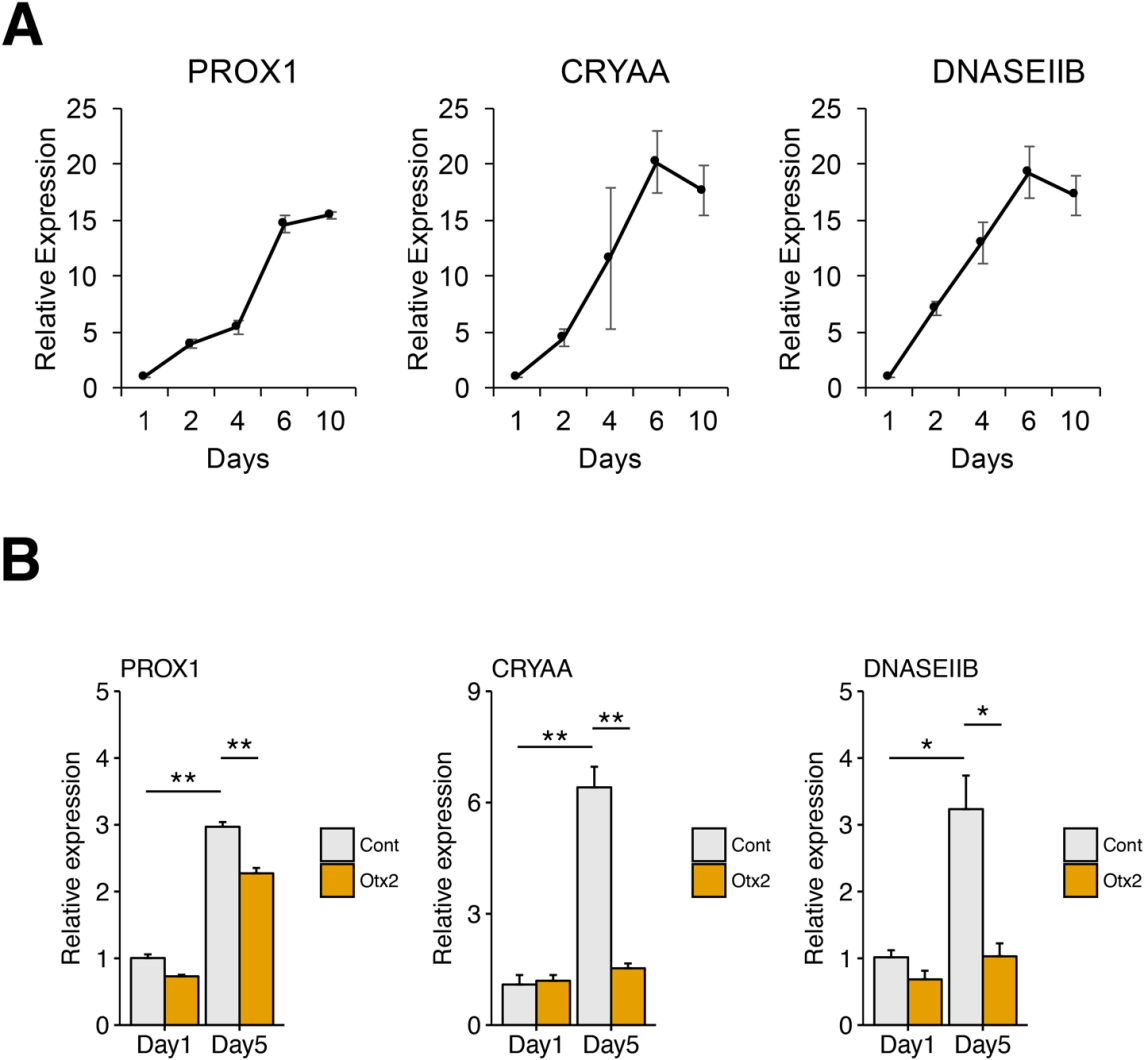
**Otx2 changes gene expression in SRA cells in the lens fiber differentiation culture.** (A) SRA cells were cultured in the differentiation conditions described in the Materials and Methods section for 10 days and mRNA expression of PROX1, CRYAA and DNASEIIB on day 1, 2, 4, 6 and 10 were measured by RT-qPCR. (B) Otx2-overexpressing cells (Otx2-OE) and control cells (Cont) were cultured in the same differentiation conditions in A and at day 1 and day 5 mRNA expression of PROX1, CRYAA and DNASEIIB were analyzed by RT-qPCR. *P<0.05, **P<0.01.

### Otx2 induction by UVB irradiation in SRA cells is mediated by H_2_O_2_

UVB irradiation on eye lens results in the generation of H_2_O_2_, which is secreted into the aqueous humor (Ivanov et al., 2018). To investigate the induction mechanisms of Otx2 by UVB irradiation, we examined effects of H_2_O_2_ on Otx2 expression and cell morphology in SRA cells. As shown in Fig. 7A, H_2_O_2_ treatment induced morphological changes in SRA cells, as observed in UVB-irradiated (Fig. 3) and Otx2-OE cells (Fig. 4). The cells were elongated by H_2_O_2_ treatment in a dose-dependent manner (Fig. 7B). Moreover, H_2_O_2_ treatment upregulated the Otx2 expression in SRA cells in a dose-dependent manner (Fig. 7C). These results suggest that UVB-induced Otx2 expression is mediated by H_2_O_2_, which was generated by UVB irradiation.

**Fig. 7.**
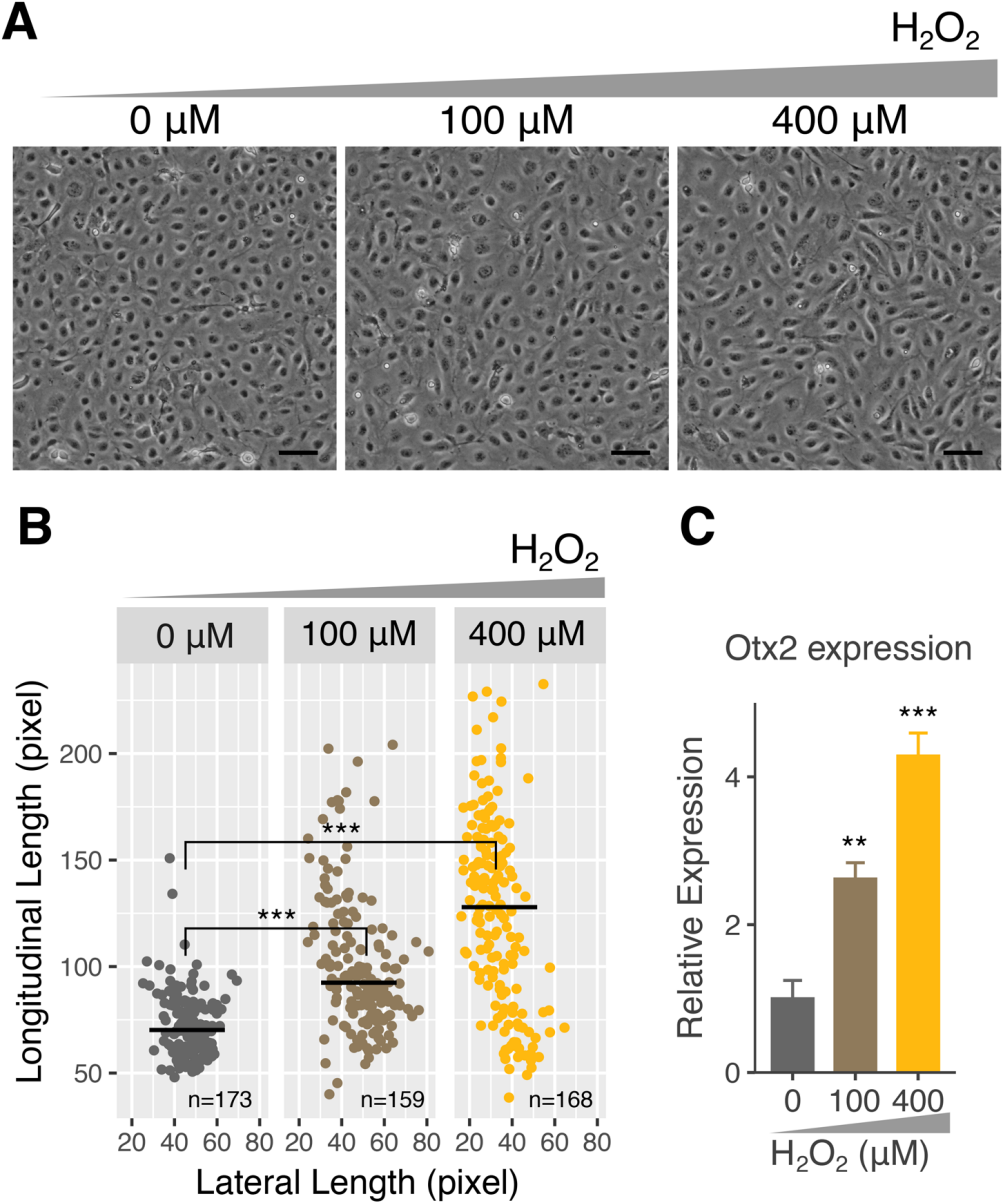
**Effects of H_2_O_2_ treatment on Otx2 expression and cell shapes in SRA cells.** (A) SRA cells were treated with 0, 100 and 400 µM of H_2_O_2_ in PBS for 30 min. Representative phase-contrast images of H_2_O_2_-treated cells were captured at 48 h post treatment. Scale bars: 100 µm. (B) Longitudinal and lateral lengths of each cell were measured and plotted. (C) Otx2 expression of H_2_O_2_-treated cells was quantified by RT-qPCR. **P<0.01, ***P<0.001.

## DISCUSSION

Although UV irradiation is the major risk factor for cataractogenesis, the related molecular mechanisms remain poorly understood. Herein, we show that UVB irradiation of eye lenses upregulates Otx2 in LECs and that Otx2 induced EMT in lens epithelial cells, resulting in alteration of lens cell characteristics.

Initially, we performed microarray experiments to identify genes that are influenced by UV irradiation in eyes *in vivo* and found 41 DEGs with potential roles in UVB-directed cataractogenesis (Fig. 1). All 41 genes were upregulated, and no genes were downregulated by UVB irradiation in LECs, suggesting that UVB irradiation predominantly activated genes in eye lens. 

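Increases outnumbered decreases at each fold threshold used. At an adjusted p of 0.05 in limma without the block, they did not on the values as deposited (1915 against 3184). With the 75th percentiles of the arrays set equal, they did (2348 against 2169). They did not with quantile normalization (2150 against 2504) or with centring on the median (1803 against 4921). Whatever their p, 51 probe sets were more than 1.8-fold higher after UVB and 0 were more than 1.8-fold lower. All 51 were higher in both experiments, and 10 of them exceeded 1.8-fold in each. With the threshold lowered to 1.5-fold, 101 probe sets passed as higher and 7 as lower. The largest decrease was in Vmn2r99, a vomeronasal receptor gene named here after its value was seen, with a log2 fold change of −0.79 (−0.92 in experiment 1 and −0.66 in experiment 2). Its signals, 3.45 to 4.37, lay below the 25th percentile of each array, where background can hide or mimic a change. After the labels of experiment 2 were swapped, 1 probe set exceeded 1.8-fold in either direction.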

Subsequent gene ontology analyses using IPA software identified Otx2 as a dominating upstream regulator of these 41 candidate genes (Fig. 1E). Otx2 is as an upstream regulator of the transcription factor CRX. Thus, in subsequent experiments, we examined functions of Otx2 in LEC cell response to UVB exposure. Accordingly, Otx2 was previously related to vertebrate brain and retinal development, and phenotypes that have been associated with heterozygous Otx2 mutations and whole deletion mutations include anophthalmia, microphthalmia and retinal dystrophy (Ragge et al., 2005; Wyatt et al., 2008). Although Otx2 is expressed in differentiated retinal photoreceptors (Fossat et al., 2007), the functions of Otx2 in lens cells have not been examined previously. 

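Photoreceptor genes rose as a group in the lens epithelium samples after UVB. Of the 44 measured, 33 had a control signal above the array median. In the controls of experiments 1 and 2, Gnat1 had log2 signals of 11.71 and 11.34, and Gngt2 of 5.88 and 5.84. The 75th percentiles of these arrays were 8.85 and 8.84. The arrays cannot tell RNA of lens cells from retinal RNA carried over into both groups. Opn1mw, the green cone opsin, was upregulated 2.06-fold (log2 fold change 1.04, standard error 0.048). Pde6b, a catalytic subunit of the rod phosphodiesterase, was upregulated 1.87-fold (log2 fold change 0.90, standard error 0.084). Gngt1, the gamma subunit of rod transducin, was upregulated 1.98-fold (log2 fold change 0.98, standard error 0.087). Pde6g, the inhibitory subunit of the same phosphodiesterase, had a log2 fold change of 0.99 (0.70 in experiment 1 and 1.29 in experiment 2) and missed the p threshold (limma's adjusted p = 0.0598). Rbp3 and Rp1, an interphotoreceptor retinoid carrier and a protein of the photoreceptor axoneme, had log2 fold changes of 1.17 and 1.16 and missed the p threshold as well. All 44 measured photoreceptor genes were higher after UVB in both experiments, with a median log2 fold change of 0.73. The thresholds were passed by 11 of them, and by 7 with the block. In limma, 31 had an adjusted p under 0.05 over all probe sets and 43 when adjusted over the list alone, or 0 and 36 with the block. Camera gave an adjusted p of 9.56e-22, and adjusted p = 0.458 with an estimated correlation. The study chose 16 of the 44 for Fig. 1D on these arrays. Of the 28 others, 0 passed the thresholds, 16 were more than 1.5-fold higher, and 27 were higher when adjusted over that part of the list alone, 19 with the block. The median of all 44 photoreceptor genes was 0.63 in experiment 1 and 0.81 in experiment 2, whereas that of the pigment epithelium list was 0.82 and 0.54.

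**Figure D2:**
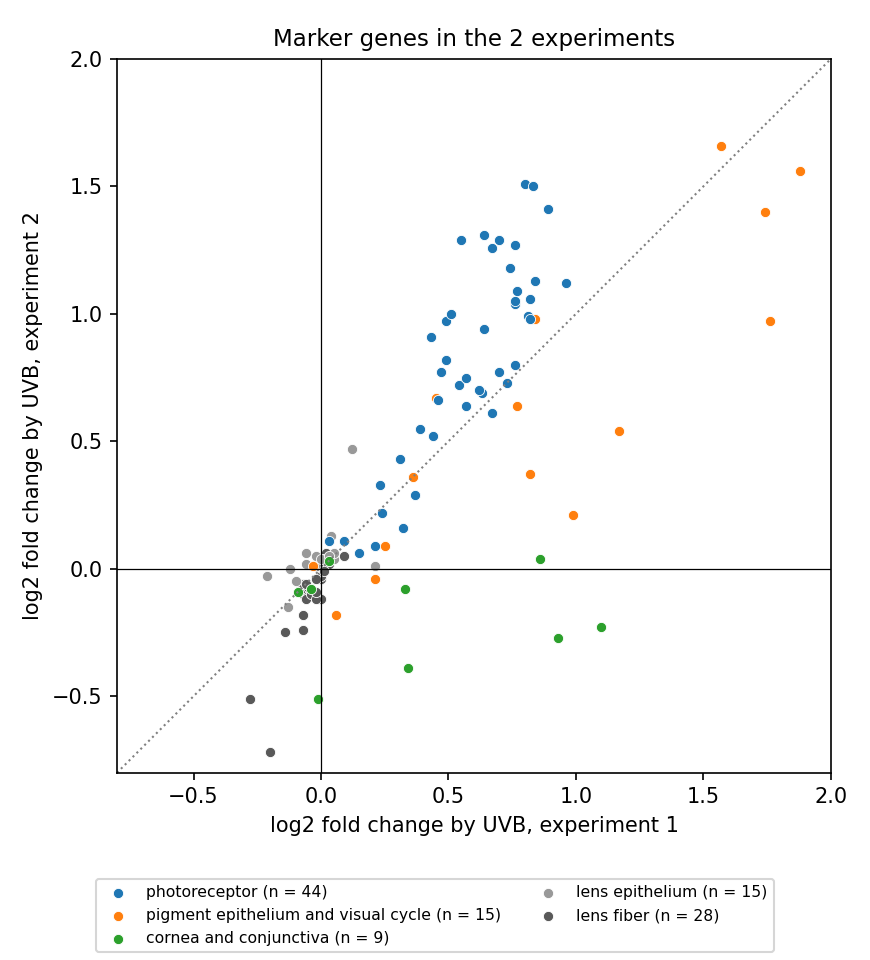
Log2 fold change by UVB of marker genes in experiment 1 (horizontal) and experiment 2 (vertical), with equal changes on the dotted line. Points are 44 photoreceptor, 15 pigment epithelium and visual cycle, 9 cornea and conjunctiva, 15 lens epithelium and 28 lens fiber genes, and 37 photoreceptor genes lie above the line.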

We found that several of the upregulated genes were related to the retina (e.g. Opn1mw, Pde6b, Pde6g and Gngt1). 

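Markers of the inner retina, glia, ciliary body and cornea had smaller median changes than photoreceptor genes. The control signal lay above the array median in 9 of 10 glia, 8 of 12 ciliary body and iris, 14 of 29 inner retinal and 2 of 9 cornea genes. How much of these signals came from lens cells is not known, and a lens share would hide a small change. The medians therefore do not measure how much RNA of those tissues was present. Of 29 measured genes of inner retinal neurons, 0 passed the thresholds, and the median log2 fold change was 0.13. Adjusted over the list alone, 6 of them were higher, as they were over all probe sets, and 0 with the block. Snap25, a synaptic protein, had a log2 fold change of 0.61, Rbpms, a marker of ganglion cells, one of 0.35, and Prkca, a kinase of rod bipolar cells, one of 0.20. Camera gave an adjusted p of 1.14e-04 for this list, and adjusted p = 0.458 with an estimated correlation. Of 10 genes of Müller glia and astrocytes, 0 were called by any of these tests (median 0.13, camera adjusted p = 0.209), with Glul, the glutamine synthetase, at 0.27 and Slc1a3, a glutamate transporter, at 0.47. Apoe at 0.47 and Abca8a at 0.35, chosen after their values were seen, were also higher in both experiments. In 12 genes of the ciliary body and iris, 2 were higher and 4 lower when adjusted over the list alone, 1 and 3 over all probe sets and 0 with the block. Those higher were Otx1 at 0.11 and Myh11 at 0.10, and those lower included Aqp1 at −0.20 and Gja1 at −0.16. Zic2 at 0.48, Zic1 at 0.42 and Best2 at 0.39, chosen after their values were seen, were higher in both experiments but were not called. The list's camera adjusted p was 0.789. Keratins of the corneal surface, chosen after their values were seen, differed between the experiments. Krt5 had log2 fold changes of 1.10 and −0.23, Krt6a of 0.93 and −0.27, and Krt12 of 0.86 and 0.040 in experiments 1 and 2. Of 9 genes of cornea and conjunctiva, Aldh3a1 was lower (log2 fold change −0.090) when adjusted over the list alone and over all probe sets, but not with the block, at a camera adjusted p of 0.772. None of the listed genes of lens epithelium and lens fibers passed the thresholds. Of 15 lens epithelium genes, Foxe3, a lens transcription factor, was lower in the same tests (−0.14), again not with the block, at a camera adjusted p of 0.346. Of 28 lens fiber genes, 7 were lower when adjusted over the list alone, 4 over all probe sets and 0 with the block. Among the 7 were Birc7 (−0.39), Dnase2b, the nuclease that removes fiber cell DNA (−0.20), Crygc (−0.085) and Bfsp2 (−0.080). Cryaa, the αA-crystallin gene, had a log2 fold change of 0.045. Camera gave the fiber list an adjusted p of 0.209, and 0.0419 with each array centred on its median. With an estimated correlation and no centring, the adjusted p = 0.730.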

We believe that the upregulation of these retina-related genes was due to Otx2 overexpression, since we focused upon the isolation of the lens epithelia to avoid the contamination of other retinal tissues. Moreover, the upregulated genes in Otx2-overexpressing SRA cells considerably overlapped with the genes upregulated in UVB-irradiated lens epithelium (data not shown), which is consistent with the report that Otx2 is involved in retinal development. 

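Egr1 had a log2 fold change of 1.04 after UVB (standard error 0.17), or 2.06-fold, with 0.76 in experiment 1 and 1.33 in experiment 2. Its unadjusted p from limma was 0.0102, above the threshold of 0.01, and 0.0274 with the experiment as a block (adjusted p = 0.0520 and 0.357). Of 20 immediate early genes, 0 passed the thresholds. When adjusted over the list alone or over all probe sets, 2 were higher, namely Ier3 (log2 fold change 0.28) and Fos (0.20), and Fosb was lower (−0.12), with 0 called with the block. The median log2 fold change of these 20 genes was 0.0075, at a camera adjusted p of 0.346. Itgb1, the integrin beta-1 gene, had a log2 fold change of −0.11 (standard error 0.025).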

Interestingly, another transcription factor, Egr1, was also upregulated by UVB irradiation (Fig. 1D). Egr1 is an important regulator for LEC cell viability and fibrosis, whose expression is regulated by integrin beta-1 (Wang et al., 2017). The examination of effects of Egr1 overexpression in LECs is warranted to elucidate molecular mechanisms underlying cataract formation.

The present immunohistochemical analyses of Otx2 in lens epithelia indicate that Otx2 is expressed at low levels in LECs but is strongly induced by UVB in both the surface and equator transitional zones (Fig. 2). We confirmed these data from UV-exposed mouse lenses in human LECs of anterior capsules from cataract surgery patients and again observed strong induction of Otx2 following exposures to UVB irradiation (Fig. 2D). Using the human lens epithelial cell line SRA, we found that Otx2 was induced at both mRNA and protein levels in a UVB dose-dependent manner (Fig. 3B). In addition, morphological changes in UVB-irradiated cells to fibroblast-like cells occurred in a UVB dose-dependent manner (Fig 3A–C). The results suggest that Otx2 could induce EMT even at the lower levels.

To investigate Otx2 function in LECs, we transduced Otx2 in SRA cells. As shown in Fig. 4, Otx2-overexpressing LECs exhibited changes from epithelial polygonal shapes to fibroblast morphologies as in the UVB-irradiated cells (Fig. 3A), and the mesenchymal markers fibronectin and αSMA were induced in LECs at 4 days after transduction of Otx2-expressing vectors (Fig. 5A). Collectively, these data suggest that UVB irradiation induces Otx2, which then mediates EMT-related changes in LECs. Thus, to determine whether Otx2-mediated EMT of LECs affects the expression of lens fiber cell marker genes, we examined the expression of CRYAA and DNase IIB in control and Otx2-OE cells. We observed the induction of these genes in control cultures on days 5–10 (Fig. 6A). In Otx2-OE cells, CRYAA and DNASEIIB were largely suppressed (Fig. 6B). Taken with the relative absence of these proteins in Otx2-overexpressing LECs (Fig. 6B), these data indicate that Otx2 changes lens cell characteristics. Prox1 has roles for FGF-induced lens fiber differentiation of LECs (Audette et al., 2016). Prox1 expression in Otx2-OE cells was significantly lower than control cells at day 5, but it was still activated, suggesting that Otx2 does not totally inhibit lens fiber cell differentiation, but may increase the lens cells of altered characters.

The data presented herein suggest that Otx2 induces the EMT in LECs, resulting in accumulation of lens cells of altered characteristics. Because TGFβ reportedly induced the EMT in lens tissues (de Iongh et al., 2005), we determined TGFβ expression levels in the present Otx2-OE cells. In accordance with our hypothesis that Oxt2 induces the EMT, TGFβ2 expression was 4.5-fold greater in Otx2-OE cells than in control cells (Fig. 5C) and downstream-signaling molecules phosphorylated Smad 2 and 3 were increased by Otx2 overexpression (Fig. 5D), suggesting that UV-induced Otx2 promotes the EMT by upregulating TGFβ. However, TGFβ was not induced significantly in mouse LECs at 24 h after UV irradiation (Fig. 1), potentially reflecting more rapid and transient peak TGFβ expression, as indicated by clear induction of TGFβ3 in human LECs at 12 h after UV exposures and subsequent reversion at 24 h post UV irradiation (Osada et al., 2011). Collectively, the present and previous data suggest that Otx2-dependent TGFβ upregulation contributes to the EMT in LECs. Accordingly, among 11 genes that were upregulated in UV-treated and Oxt2-overexpressing cells, the EMT-related genes Ccl2 (Zhuang et al., 2018), Cldn1 (Zhao et al., 2015) and BMP2 (McCormack and O'Dea, 2013) were identified (data not shown). 

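In the mean of the 2 experiments, the genes of the 3 TGFβ isoforms stayed within 0.055 of 0 on the log2 scale. Tgfb2 had a log2 fold change of 0.045 (standard error 0.028), with 0 in experiment 1 and 0.090 in experiment 2, and limma's adjusted p was 0.335. For Tgfb1 it was −0.055 (standard error 0.012) at an adjusted p of 0.0829, or 0.464 with the block. For Tgfb3 it was −0.045 (standard error 0.034), with 0.010 in experiment 1 and −0.10 in experiment 2.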

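In the lens epithelia of the mice, Ccl2, a chemokine that attracts monocytes, had a log2 fold change of 0.98 (standard error 0.16), with 0.71 in experiment 1 and 1.26 in experiment 2. It missed the p threshold, at an adjusted p of 0.0529 from limma. Cldn1, a tight junction protein, had a log2 fold change of 0.65 (standard error 0.042), or 1.57-fold, at an adjusted p of 0.0217 from limma, or 0.357 with the block. Bmp2, a ligand of the TGFβ superfamily, had a log2 fold change of 0.69 (standard error 0.20), with 0.36 in experiment 1 and 1.02 in experiment 2, at an adjusted p of 0.116 from limma. All 3 genes were higher after UVB in both experiments, and none passed both thresholds. Otx2-overexpressing cells were not analysed here.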

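Vtn, which encodes vitronectin, had a log2 fold change of 0.78 in lens epithelia after UVB (standard error 0.11), or 1.71-fold. It was higher in both experiments, by 0.59 and by 0.96 on the log2 scale. The adjusted p from limma was 0.0436, and 0.357 with the experiment as a block. Vtn stayed under the fold threshold and, with the block, above the p threshold.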

Vitronectin, which reportedly induces EMT in LECs in the lens epithelial explant (Taliana et al., 2006), was also upregulated in UV-treated and Otx2-overexoressing cells (data not shown). Correlations of EMT with cataractogenesis have been reported previously (de Iongh et al., 2005), further associating these molecules with EMT induction and suggesting that Otx2-mediated induction of the EMT is a predominating process during UV-related cataractogenesis.

In this study, we observed strong induction of Otx2 in the surface area and, notably, also in the equatorial transitional zone of the UVB-irradiated lens. Similarly, Ayala et al. (2000) have reported that UVB exposure to eye lenses *in vivo* induces apoptosis in both the central and equatorial lens epithelia. These effects possibly occur due to the indirect effects from the UVB-exposed cells, such as UV-light-induced oxidative stress, because LECs in the equatorial transitional zone are supposed to be protected against direct UVB exposure by the iris in the eyes. Reportedly, UVB radiation is an efficient generator of H_2_O_2_ (Ivanov et al., 2018). In addition, recent studies have demonstrated that relatively long half-life and non-radical H_2_O_2_ act as a second messenger of redox signaling (Rhee, 2006) and that H_2_O_2_ can be secreted and transported between cells via the plasma membrane aquaporins (Bienert and Chaumont, 2014). H_2_O_2_ also regulates the expression and activity of transcription factors (Suzuki and Yamamoto, 2017). Therefore, we finally analyzed the involvement of H_2_O_2_ in UVB irradiation-triggered Otx2 upregulation and EMT induction. H_2_O_2_ treatment induced morphological changes in a dose-dependent manner, which was concomitant with Otx2 induction in LECs (Fig. 7), which are similar to effects noted in UVB-irradiated LECs (Fig. 3). Based on these results, we hypothesize that UVB irradiation produces H_2_O_2_ in the anterior surface and that H_2_O_2_ is secreted and transported into the equatorial transitional zone and induces the Otx2 overexpression, following which Otx2 induces EMT and alters lens fiber phenotypes, thereby leading to the opacity of the lens and cataract formation. This study also suggests the importance of the signal transduction from central lens epithelial cells to the equatorial lens cells by UVB-induced hydrogen peroxide in cataract formation.

In summary, we demonstrated that UVB exposure upregulates Otx2 expression in LECs and that Otx2 induces the EMT and alters lens cell characteristics. Because these Otx2-related mechanisms likely contribute to UV-triggered cataractogenesis, the present data clarify the pathogenesis of UV-related cataracts and other lens-related diseases and could be used to develop preventive treatments for cataract.

## MATERIALS AND METHODS

### UV irradiation of mouse eye lenses *in vivo*, and human LECs in *ex vivo* cultures

All animal procedures were performed in accordance with the Kanazawa Medical University Animal Guidelines under the authority of project license no. 2016-43. All animal experiments were performed in duplicates, using 8-week-old mice (*n*=3). *In vivo* UVB irradiation of mouse eyes was performed using a 15 W UVB FL-15E bulb (Tozai Elec. Indus., Osaka, Japan). Wave spectra of UVB lamp sources were initially determined using a photospectrometer, and major peak emissions at 313 nm were confirmed (Fig. 1A). Anesthesia was achieved using mixtures containing 0.3 mg/kg medetomidine, 4.0 mg/kg midazolam and 5.0 mg/kg butorphanol, and right eyes of 8-week-old C57BL/6 male mice were then exposed to UVB at 30 mJ/cm^2^ for 60 s at 30 mm from the light source. Left eyes of the same mice were covered with aluminum foil for use as controls. The radiation energy of these conditions was previously evaluated using a UVX Radiometer (UVP, Upland, CA) with a UVX-31 Sensor (UVP), and distances and times were adjusted accordingly. UVB-irradiated lenses and control aluminum foil-covered lenses of the same mice were comparatively analyzed. Twenty-four hours post UVB irradiation, mice were euthanized, eyes were removed immediately, and lenses were dissected using a posterior approach followed by careful and complete removal of the other tissues to avoid contamination (e.g. retinal tissues). Cortex and nucleus portions were also removed and lens epithelia were isolated. Total RNA was then extracted from the lens epithelia for use in microarray and RT-qPCR analyses.

Human lens epithelia were obtained from routine uneventful cataract surgery at the Kanazawa Medical University Hospital (age: 47–86 years, *n*=6) under licensed protocols and were then stored in Dulbecco's minimum essential medium (DMEM) supplemented with 10% fetal bovine serum (FBS) and penicillin/streptomycin until use in experiments. After brief washing in ice-cold HBSS, anterior subcapsular epithelium tissues of each patient were divided into two pieces using a stereo microscope and were separated into control and UVB irradiation groups. UVB exposures of human lens epithelia in ice-cold HBSS were performed at 15 mJ/cm^2^ for 30 s at 30 mm from a light source with a 295 nm sharp band-cut filter (WG295, 100 mm square; Shibuya Optical, Wako, Japan), and samples were then cultured in 10% DMEM in an incubator containing 5% CO_2_. Control pieces were similarly cultured but without UVB irradiation. Under natural UVB exposure conditions, about 60% of the UVB light is absorbed by the cornea and other tissues prior to reaching lens epithelia. Therefore, *in vitro* UVB irradiation experiments with human lens epithelia were performed at 15 mJ/cm^2^ with a 295 nm band-cut filter, resulting in about half of the energy applied in *in vivo* UVB irradiation experiments (30 mJ/cm^2^), but corresponding with UVB energy equivalents on LECs *in vivo*. UVB light wave spectra with the 295 nm band filter were previously determined using a spectroradiometer (USR-40D, Ushio, Japan; see Fig. S1). After 24 h culture, total RNAs were isolated for microarray and RT-qPCR analyses. Human lens epithelia were collected from six individuals, and Otx2 expression was analyzed with or without UVB irradiation. Studies using human lens epithelia were performed with approval from the Kanazawa Medical University Research Ethics Committee (License No. G134). Informed consent was obtained from each participant prior to the study. All procedures conformed to the tenets of the Declaration of Helsinki.

### Microarray analysis

Microarray analyses were performed as described previously (Yoshitomi et al., 2017). Briefly, total RNA was extracted using TRIZOL reagent (Invitrogen) and was purified using RNeasy Mini kits (Qiagen, Valencia, CA). Subsequently, 100 ng aliquots of total RNA were labeled using GeneChiP WT Sense Target Labeling kits according to the manufacturer's instructions (Affymetrix, Santa Clara, CA). Fragmented and labeled cDNAs were then hybridized onto Affymetrix GeneChip Human Gene 1.0 ST arrays, which were then washed and stained using a GeneChip Fluidics Station 450 and scanned using a 3000 7G GeneChip Scanner (Affymetrix). All arrays passed the quality control criteria of the Affymetrix Expression Console software. After normalizing CHP files, differentially expressed genes (DEGs) with >1.8-fold changes and *P*-values <0.01 in two independent experiments were selected using a Transcriptome Analysis Console (Applied Biosystems, Thermo Fisher Scientific, Rockford, IL).

### Cell culture and UV irradiation

SRA01/04 immortalized human LECs (SRA cells) were obtained from Dr. Nobuhiro Ibaraki (Department of Ophthalmology, Jichi Medical University, Tochigi, Japan) and were maintained in DMEM containing 20% FBS and penicillin/streptomycin in an incubator containing 5% CO_2_.

In the experiments of lens fiber cell marker gene induction, SRA cells were seeded in 24-well plates at semi-confluent densities and were cultured overnight. Culture media were then replaced with differentiation medium containing 35 ng/mL BMP4 (ReproTech, MN), 250 ng/mL FGF2 (Sigma-Aldrich, and 0.5 µg/mL heparin (Sigma-Aldrich) in SRA medium.

SRA cells in ice-cold PBS were exposed to 0, 3, 6 and 18 mJ/cm^2^ UVB using a 295-nm band-cut filter. After 24 h of culture in the growth medium, phase-contrast images were captured and total RNA was isolated after 72 h of culture for RT-qPCR analyses.

### H_2_O_2_ treatment of SRA cells

SRA cells in 6-well plate were treated with 0, 100 and 400 µM of H_2_O_2_ in PBS for 30 min in a CO_2_ incubator. After being briefly washed with PBS, cells were cultured for 24 h in the growth medium. After 48 h of H_2_O_2_ treatment, phase-contrast images were captured for cell morphological analysis. RNA was purified from control and H_2_O_2_-treated SRA cells and subjected to RT-qPCR analysis.

### Plasmid vectors and lentivirus production

Lentiviral vector production was performed as described previously (Yoshitomi et al., 2017). Briefly, the human Otx2 (RefSeq NM_001286481.1) open reading frame was amplified using RT-PCR using primers listed in Table S1 and was cloned into pCDH vectors (System Biosciences, Palo Alto, CA). Sequences were then verified using a 3500XL sequencer (ABI), and lentivirus particles were propagated in HEK293TN cells (System Biosciences) following transfection with the pMD2.G envelope vector and the packaging psPAX2 vector (deposited by Didier Trono, Laboratory of Virology and Genetics, Ecole Polytechnique Federale de Lausanne, Switzerland; Addgene plasmid #12259 and #12260, respectively, Addgene, MA). Supernatants from 48 h cultures were collected, and then lentiviral particles were concentrated using PEG-it solution (System Biosciences). Lentivirus infectious units (IFU) were then determined according to numbers of GFP-positive SRA cells, as assessed using serial dilutions of lentivirus from cells at 24 h post transduction.

### RT-qPCR

Total RNA was extracted from cells as described above, and 1 µg aliquots were reverse transcribed using PrimeScript RT Reagent Kit (Takara, Otsu, Japan). The resulting cDNAs were then analyzed using qPCR with an initial denaturation step at 95°C for 30 s, followed by 45 cycles of 95°C for 5 s and 60°C for 30 s using TB Green Fast qPCR Mix (TaKaRa) with the primers listed in supplemental Table 1 and a StepOnePlus Real-Time-PCR System (Applied Biosystems, CA).

### Western blotting

Western blotting was performed as described previously (Yoshitomi et al., 2017). Briefly, cells were lysed in Laemmli buffer containing 5% 2-mercaptoethanol and were sonicated for 30 s and then heated at 98°C for 5 min. The resulting protein samples were subjected to SDS-PAGE using 4%–12% polyacrylamide gels (Wako, Osaka, Japan). After electrophoresis, proteins were transferred to polyvinylidene difluoride membranes (Invitrogen) and were blocked with 2% BSA in Tris-buffered saline. Membranes were then incubated with Anti-Otx2 antibody (cat. no. AF1979; R&D Systems, Minneapolis, MN), anti-Phospho-Smad2 (Ser465/467) (Clone no. 138D4, Cat. no. 3108, 1:1000, Cell Signaling Technology, Danvers, MA), anti-Phospho-Smad3 (Ser423/425) (Clone no. C25A9, Cat. no. 9520, 1:1000, Cell Signaling Technology), anti-Smad2/3 (Clone no. D7G7, Cat. no. 8685, 1:1000, Cell Signaling Technology), and anti-β-actin (Cat. no. A2228, 1:4000; Sigma-Aldrich) primary antibodies, followed by appropriate HRP conjugated secondary antibodies (Amasham GE, MA). Protein signals were then detected using ECL Plus Chemiluminescent Substrate (Thermo Fisher Scientific, Rockford, IL) with a Vilber-Lourmat FUSION FX7 imaging system (Vilber, Collégien, France).

### Immunohistochemistry and immunocytochemistry

Mouse lens tissues were fixed with 4% paraformaldehyde in phosphate-buffered saline (PBS) overnight, washed three times in PBS, and were then stored in 70% ethanol. Paraffin-embedded lens sections were then rehydrated and blocked with 10% goat serum in PBS containing 0.01% Triton X-100 (PBST). Tissue sections were then incubated overnight with anti-Otx2 antibody (AF1979, 1:100; R&D Systems) at 4°C. Slides were washed with PBS and incubated with Alexa Fluor-488-labeled secondary antibodies for 1 h at room temperature. Slides were washed in PBS again and mounted in the ProLong Diamond mounting media (Invitrogen).

For immunocytochemistry, SRA cells were cultured on glass-bottom cell culture plates (IWAKI Glass, Japan) and fixed with 4% paraformaldehyde in PBS for 10 min, followed by washing with PBS. Fixed cells were permeabilized with PBS containing 0.2% Triton X-100 for 5 min. After blocking with 1 mg/mL BSA in PBST/0.1% Tween-20, cells were incubated with anti-αSMA (ab32575, 1:500; abcam) or anti-fibronectin (F6140, 1:100; clone:FN-3E2, Sigma-Aldrich) in PBS/0.1% Tween-20 for overnight. After washing with PBS, cells were then stained with fluorescent-labeled secondary antibodies. The nuclei were counterstained with NucBlue DAPI stain (Invitrogen). Cells were washed in PBS and then mounted in ProLong Diamond (Invitrogen). Confocal images of fluorescein-stained samples were captured using an LSM 710 confocal microscope (Carl Zeiss).

### Statistical and image analyses

Data are expressed as mean±standard errors of the mean. Statistical analyses were performed using the R package (version 3.4.3; http://www.r-project.org). Pairwise differences between homoscedastic samples were identified using Student's *t*-test, and those between heteroscedastic samples were identified using Welch's *t*-test. Image analysis and quantification of cell fluorescence intensities in immunostaining experiments were performed using the Fiji package of ImageJ (http://fiji.sc/).

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

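Lens epithelia of UVB-irradiated and control eyes of mice were measured on 4 arrays, 1 per condition in each of 2 independent experiments. The experiment number of the arrays was taken from the sample titles, in which those of experiment 2 carry the number and those of experiment 1 carry none. The values used are 28944 log2 signals per array, between 1.49 and 13.97, normalized between arrays by the authors and rounded before deposit. The submitters name Affymetrix Expression Console, and its version, background correction and summarization are not given in the sources used here. The annotation gave 19938 genes a probe set of their own, 999 of them several probe sets. A gene with several was given by the probe set with the highest mean signal. Probe sets shared by several genes were counted but assigned to none.

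The 4 arrays had median log2 signals of 7.19 and 7.20 in control and of 7.22 and 7.21 in UVB-irradiated epithelia. UVB was compared with control by limma 3.58.1 in R 4.3.3, two-sided, without a block, since the methods name no paired test. Because the methods compare right and left eyes of the same mice, the experiment was also used as a block. Whether the numbers pair the arrays was checked on the deposited values. The deviations of same-numbered arrays from their group means had a correlation of −0.998 across probe sets, which the equal experiment means produce. The fit counts 2 residual degrees of freedom without the block and 1 with it. The precision of each value is limited by the number of arrays.

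The thresholds were those of the paper, 1.8-fold and an unadjusted p of 0.01, and an adjusted p of 0.05 by the Benjamini-Hochberg method. On simulated data with 200 changed probe sets, the fit recovered 94% of changes of 2-fold at the paper's thresholds, and 70% with the block. It recovered 2% of changes of 1.5-fold, which lie under the fold threshold, and 0% at an adjusted p of 0.05 with the block at each size. Without the block, an adjusted p of 0.05 recovered 90% of changes of 1.5-fold and 98% of 4-fold. On data simulated without an effect, that fit also called 3401 probe sets on average.

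Before the data were examined, but with Fig. 1D known, 19 gene lists were fixed: photoreceptor, retinal pigment epithelium and visual cycle, melanin synthesis, inner retinal neuron, Müller glia and astrocyte, ciliary body and iris, cornea and conjunctiva, blood vessel, red blood cell, leukocyte, lens epithelium, lens fiber, EMT, p53 target, immediate early, oxidative stress, inflammation and growth factor, heat shock and unfolded protein, and cell cycle. Of the 388 different genes in them, 361 matched a probe set of 1 gene. Each list was tested with camera at the preset correlation of 0.01 and at an estimated correlation, and with fry, adjusted over the 19 lists. The estimate rests on 2 residual degrees of freedom, and the deviations of same-numbered arrays mirrored each other (correlation −0.998). Such residuals give little basis for a correlation between genes, so a camera p with the estimate decides little either way. Single genes named in the text were fixed by a rule set at the same time. The rule took up to 10 genes per direction with the largest changes past the thresholds and of the same sign in both experiments, and the genes the paper names for this experiment. It also took up to 4 members per list that passed the thresholds or an adjusted p of 0.05 over the list alone, or the 2 with the smallest p where none passed.

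The alternatives set before the data were examined were the methods' t-test, an intensity trend or a robust prior in limma, the block, quantile normalization, centring on the median, and an equal 75th percentile. Others were only probe sets above the median level, only those with 1 symbol, the mean of the probe sets of a gene, leaving out each array, and other thresholds. Chosen after the data were seen were a crossed pairing of the arrays, each experiment alone and the fold without a p threshold. The experiments on human lens epithelia and on SRA cells, RT-qPCR and immunohistochemistry were not analysed here. Some of the genes drawn in Fig. 1D are not reported here.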

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

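The tests on photoreceptor and pigment epithelium genes were chosen after the values were seen, and the simulation without a UVB effect before. All 26 of 26 photoreceptor genes that neither the text nor Fig. 1D names were higher after UVB in both experiments, with a median log2 fold change of 0.625. They stand out as a rise above the controls in genes that the paper does not discuss, but not in every test. Of the 28 photoreceptor genes outside Fig. 1D, which include these 26, 0 passed the paper's thresholds. With an estimated correlation, for which these residuals give little basis, camera gave these 28 genes an unadjusted p of 0.0773. Of 43 genes that were more than 1.8-fold higher in any of their own probe sets, 8 are not drawn in Fig. 1D, and they were named after their values were seen. Neurod1 was 2.13-fold, Gpnmb 2.03-fold, Lcn2 1.92-fold, Gnat1 1.89-fold, Kcnj13 1.88-fold, Chil1 1.85-fold, Car12 1.82-fold and Rdh5 1.81-fold higher, and none had a p under 0.01.

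The rise of photoreceptor and pigment epithelium genes has explanations that these arrays cannot tell apart. Among them is a response of lens cells through Otx2 with a make-up that differs between experiments. A response with both groups moving in proportion is weighed at the end of this paragraph. RNA of retina and pigment epithelium carried over with the lens epithelium may account for the rise, although the methods describe removal of retinal tissue. Of the 44 photoreceptor genes, 100% were higher in both experiments, Gnat1 and Pde6g included, but a response of lens cells would give the same. In control epithelia, 33 of the 44 already had a signal above the array median. Otx2 is itself on the pigment epithelium list, so carry-over would raise it as well. Carry-over of retina with all of its layers stays open too: the median of inner retinal neuron genes was 17.1% of that of photoreceptor genes (0.125 against 0.73, and 0.18 against 0.745 among probe sets above the median level), but the control signals do not show how much of these genes' level comes from lens cells, which would hide a small share. Markers of other tissues moved as well: both probe sets shared by the β-globin genes rose by 1.07 and 0.925 on the log2 scale, the leukocyte list had a median of 0.215, and Krt5 was at 1.10 in experiment 1 and −0.23 in experiment 2. The median of experiment 2 minus experiment 1 was 0.18 for photoreceptor and −0.24 for pigment epithelium genes, and 0.14 for Otx2. Among random gene lists, the first 2 values lay at percentiles 100 and 0. The change was larger in experiment 2 for 37 photoreceptor genes and smaller for 6, against 4 and 10 pigment epithelium genes. For these 2 lists, the opposite shifts argue against both groups moving in proportion with Otx2. With 1 array per condition in each experiment, the shifts cannot be set against the variation between arrays, which limits their weight.

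Without the block, 5099 probe sets had an adjusted p under 0.05. In 20 simulated data sets without a UVB effect, given equal experiment means, the same fit called 3401 probe sets on average (1950 to 3645), or 66.7% of that number, and 0 with the block. The equal experiment means may therefore account for most of these calls, so a call of a single gene at an adjusted p without the block is weak evidence. At the paper's thresholds, the simulated data gave 2.25 calls on average (0 to 4), against 32 observed. No biological explanation was tested for the number of calls.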

How the results depend on the processing

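The crossed pairing, each experiment alone and the fold without a p threshold were chosen after the data were seen. The number of probe sets past the paper's thresholds stayed between 24 and 39 under 8 alternatives: trend, robust prior, quantile normalization, centring on the median, equal 75th percentile, probe sets above the median level, those with 1 symbol, and the mean of the probe sets of a gene. It was 14 with the methods' t-test, 18 with the block and 13 to 15 without 1 array. By their construction, other thresholds changed it to 101 higher and 7 lower at 1.5-fold, 15 at 2-fold, 49 at p 0.05, 11 at p 0.001 and 51 with no p threshold. Experiment 1 alone had 38 higher and 9 lower, and experiment 2 alone 93 higher and 6 lower. The crossed pairing gave 51, and 9863 higher and 14020 lower at an adjusted p of 0.05, since the equal experiment means leave only rounding as its residual.

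At an adjusted p of 0.05, 0 were called with the block, with the methods' t-test (7179 at an unadjusted p of 0.05) and without 1 array in turn (5449 to 5527 at an unadjusted p of 0.05, by limma). Centring on the median gave 4921 lower beside 1803 higher, and an equal 75th percentile 2169 lower beside 2348 higher, so which direction prevails depends on the scaling. Probe sets above the median level gave 1182 higher, with fewer tested, and a threshold of 0.1 gave 3641 higher and 5959 lower.

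Where it gave a value, camera called the same lists under the alternatives set before the data were examined but for these, whose cause was not tested. Among probe sets above the median level, cornea, blood vessel and red blood cell genes were too few for a value. The melanin list (median 0.34) lost its call among probe sets above the median level. The lens fiber list gained one with centring on the median (median −0.0775). So did the cell cycle list with quantile normalization (median −0.075, adjusted p = 0.0290), with an equal 75th percentile (−0.060, 0.0387) and without an array of experiment 2 (−0.080, 0.0349 and 0.0359). For lists, leaving out an array of experiment 1 changed no call, but the Müller glia median moved from 0.1325 to 0.08 and 0.0775. Other medians moved too, among them p53 target genes from 0.015 to −0.015 and ciliary body and iris genes from 0.005 to −0.0125. Without an array of experiment 2, the cornea median moved from 0.03 to 0.16 and 0.155. The lens fiber median then moved from −0.0575 to −0.0325 and −0.035. Among probe sets above the median level, the Müller glia median was 0.045, again without a call. In experiment 1 alone, medians moved beyond the spread between experiments to 0.82 for the pigment epithelium, 0.040 for Müller glia, 0.33 for cornea, 0.175 for leukocyte, −0.020 for lens fiber, −0.020 for p53 target, 0.025 for immediate early and −0.010 for oxidative stress genes. In experiment 2 alone they moved to 0.070 for inner retinal neuron, −0.060 for blood vessel, 0.195 for leukocyte, 0.115 for inflammation and −0.070 for heat shock genes.

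Of 100 named genes, 9 no longer passed with the block and 13 with the methods' t-test. Quantile normalization, centring on the median and the restriction to probe sets above the median level each lost 1. Newly passing were 7 with the robust prior, 8 with quantile normalization, 2 with an equal 75th percentile and 1 with the intensity trend. Signs changed only in Acta2, Actg2 and Snai1 (each 0.015), Prox1 (−0.005) and Top2a (−0.11), and the cause was not tested. Another probe set of Top2a had a log2 fold change of 0.20. Acta2, Actg2 and Snai1 were at −0.005 with centring on the median, Actg2 at −0.005 to 0.035 without 1 array, and Top2a at 0.045 with the mean of its probe sets. Prox1 was at 0.016 with quantile normalization, 0.015 with an equal 75th percentile and −0.015 to 0.005 without 1 array. Because the experiment means were set equal, leaving out 1 array does not show which array carries a change. Low signals limit dim genes, where background can hide or mimic a change.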

Differences from the paper's values

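The paper counts 41 upregulated genes and 0 downregulated genes at 1.8-fold and p 0.01. Counted as genes with a probe set of their own, 25 passed here, which is not within 1.5-fold of the paper's 41. The count of probe sets, a different unit, was 32 higher and 0 lower, which is within 1.5-fold of 41. It stayed within that range with the intensity trend (33), the robust prior (39), quantile normalization (39), centring on the median (30), an equal 75th percentile (35), the mean of the probe sets of a gene (32) and p 0.05 (49). It lay outside with the methods' t-test (14), the block (18), probe sets above the median level (24), those with 1 symbol (25), 1 array left out (13 to 15), 1.5-fold (101), 2-fold (15) and p 0.001 (11). The count of lower probe sets was 0 in all of these but 1.5-fold, which gave 7.

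Of the genes drawn in Fig. 1D, 35 had a probe set of their own, and 3 (Cdkn1a, Hbb-bt and Hbb-bs) shared one with other genes. The thresholds were passed by 25 of the 35, and 34 were more than 1.8-fold higher. Not called here were Rbp3, Pde6g, Prph2, Mt2, Lrat, Ccl2, Pdc, Rp1, Egr1 and Csmd3, with unadjusted p from limma between 0.0102 (Egr1) and 0.0333 (Csmd3). A threshold of p 0.05 called the first 9. Quantile normalization called these but Pdc, and the robust prior these but Pdc and Mt2. An equal 75th percentile called Ccl2 and Egr1, and the intensity trend called Egr1. With no p threshold, a setting chosen after the values were seen, 34 of the 35 were over 1.8-fold, and it drops none of the 25. Csmd3 was given by its probe set with the highest signal, which was 1.42-fold higher and called by no setting. Another of its probe sets had a log2 fold change of 0.88, over 1.8-fold, with a p between 0.01 and 0.05. The probe set shared by Cdkn1a and 4930567H12Rik and both probe sets shared by the β-globin genes passed the thresholds. Neither β-globin probe set passed with the block, whereas that shared by Cdkn1a and 4930567H12Rik still did.

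The paper describes fibronectin, αSMA and γSMA as tending to rise in this experiment. Fn1 and Acta2 were higher in both experiments, at mean log2 fold changes of 0.030 and 0.015, and Acta2 fell below 0 with centring on the median (−0.005). Actg2 was higher in experiment 1 (0.050) and lower in experiment 2 (−0.020). The paper also lists Ccl2, Cldn1, Bmp2 and vitronectin as upregulated in UV-treated cells, without a threshold for that list. Ccl2 is drawn in Fig. 1D as well, for which the paper gives 1.8-fold and p 0.01. All 4 were higher in both experiments here, and none passed both 1.8-fold and p 0.01, except Ccl2 under the alternatives named above.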

Other observations

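Genes of leukocytes and some inflammatory genes were higher after UVB. Of 20 leukocyte genes, Srgn passed the paper's thresholds with and without the block. Adjusted over the list alone, 12 were higher and 1 was lower, against 9 and 1 over all probe sets and 1 and 0 over the list alone with the block. Lyz2, a lysozyme of myeloid cells, had a log2 fold change of 0.68, Cd68, a macrophage protein, one of 0.59, and Csf1r, the receptor for macrophage growth factor, one of 0.35. The list's median was 0.21, camera gave an adjusted p of 5.33e-06, and adjusted p = 0.370 with an estimated correlation. Of 22 genes of inflammation and growth factors, 0 passed the paper's thresholds. Adjusted over the list alone, 6 were higher and 1 was lower, 4 and 1 over all probe sets and 0 with the block. Besides Ccl2, these included Ptgs2, the inducible cyclooxygenase, at a log2 fold change of 0.42, Cxcl10, an interferon-induced chemokine, at 0.39, and Ccl7 at 0.34. Camera gave this list an adjusted p of 0.00690, and adjusted p = 0.370 with an estimated correlation. Named after their values were seen, Lcn2, Il33, Serpina3n and Gpx3 had log2 fold changes of 1.57, 1.18, 1.15 and 0.87 in experiment 2, against 0.31, 0.26, 0.020 and 0.21 in experiment 1.

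None of the listed stress and cell cycle genes with a probe set of their own passed the paper's thresholds at 24 h, while the probe set shared by Cdkn1a, a p53 target, and 4930567H12Rik did. Mt2, a metallothionein, had a log2 fold change of 1.20 (0.82 in experiment 1 and 1.58 in experiment 2) and missed the p threshold, and Mt1 had one of 0.44. Mt1 was the only 1 of 18 oxidative stress genes called when adjusted over the list alone or over all probe sets, and was not called with the block (camera adjusted p = 0.470). Of 27 p53 targets with their own probe set, 5 were higher and 3 lower in both adjustments and 0 with the block (camera adjusted p = 0.473). Among them were Plk2, a kinase, at 0.31, Sesn1, a sestrin, at −0.18, and Phlda3 and Btg2, both at 0.17. Of 14 heat shock and unfolded protein genes, 2 were higher and 3 lower over the list alone, 1 and 3 over all probe sets and 0 with the block (camera adjusted p = 0.346). Dnajb1, a co-chaperone, was at −0.19 and Hspb1, a small heat shock protein, at −0.14. In the cell cycle list of 19 genes, 6 were lower over the list alone, 4 over all probe sets and 0 with the block. Tyms, the thymidylate synthase, was at −0.14, Birc5, the survivin gene, at −0.12, and Cdk1 at −0.11. The camera adjusted p of this list was 0.0547, and 0.0290 to 0.0387 with quantile normalization, an equal 75th percentile or without an array of experiment 2. With an estimated correlation and none of these, the adjusted p = 0.494.

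Blood markers went in different directions. Kdr, a VEGF receptor, had a log2 fold change of 0.39, while Pecam1, Tek and Cdh5 of endothelial cells were at −0.24, −0.18 and −0.10. Of 10 blood vessel genes, 1 was higher and 3 were lower over the list alone, 1 and 2 over all probe sets and 1 and 0 over the list alone with the block (camera adjusted p = 0.921). Both probe sets shared by the β-globin genes were higher, by 1.07 and 0.93 on the log2 scale, and a probe set shared by Hba-a1 and Hba-a2 by 0.85. Of the 4 red blood cell genes with a probe set of their own, Bpgm was lower (−0.16) in both adjustments and not with the block (camera adjusted p = 0.470).

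Fry tests whether the genes of a list move, on balance, one way, and does not compare them with other genes. It passed an adjusted p of 0.05 for the 6 lists that camera called, and for 9 others. These were red blood cell (0.00346), oxidative stress (0.0104), ciliary body and iris (0.0119), immediate early (0.0136), cell cycle (0.0163), blood vessel (0.0269), heat shock (0.0384), p53 target (0.0411) and lens fiber genes (0.0466). These values come from the fit without the block, and with the block fry passed that threshold for 0 lists (lowest adjusted p = 0.0676, 6 lists at an unadjusted p under 0.05).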
